A study of Homo sapiens with 18 samples.

How the data were processed

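RNA was taken from the human pancreatic cancer cell lines BxPC-3, MIA PaCa-2 and PANC-1 after 6 h with 100 nM THZ1 or with DMSO, 3 biological replicates per group and 18 libraries in all. Per the labels, the ERCC controls were added to the extracted total RNA and stranded libraries were built from polyadenylated RNA. The submitters' processing notes name the aligner STAR and the genome build hg19. The program that counted reads, its annotation, any filter and the divisor used for each library are not given in the sources used here.

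The authors deposited 1 table of 17026 endogenous genes and 38 ERCC transcripts. Its library columns hold a signal in a unit that the design had not foreseen: each deposited value is a whole number of reads divided by 1 whole number per library. Multiplied by that divisor, every value lay within 0.001 of a whole number (largest deviation 0.000112), and the smallest recovered read count was 1. Every gene in the table thus had at least 1 recovered read in every library. Whether genes without reads in a library had been left out, or a count had been added, is not known. The recovered reads are counts without molecular identifiers, so that the intervals given for shares (exact binomial, 95%) cover counting error only. The ERCC share of PANC-1 DMSO replicate 1, for example, was 0.257% (0.253 to 0.261). The authors' scale leaves library totals free to differ. The remaining deposited columns are log2 ratios of THZ1 over DMSO averaged over all 3 lines, their SD and a log2 mean level; they recompute from the library columns and were not used for tests. Hyphens in gene names were replaced by low lines (_) in the table and are printed so. A group of 22 names that a spreadsheet had turned into dates was kept without a gene name.

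The comparisons, tests, gene lists and naming rule were fixed before the data were examined. Since the table held normalised values, the planned test for such values was used: limma-trend (limma 3.58.1, R 4.3.3) on log2 of the value plus 1, with 6 group means in a single fit, residual df 12 and Benjamini-Hochberg adjustment at 0.05. The deposited values were multiplied by a constant, 17.6795, so that the mean library summed to 1e+06. This leaves differences between libraries as deposited and gives the planned pseudocount of 1 and filter of 1 in at least 3 libraries their meaning in parts of 1e+06. The filter left 15354 genes. A value of 1 on this scale stands for 6.34 to 24.7 reads, depending on the library. The constant was chosen once the unit had been seen, and it affects the counts. With the pseudocount and filter of 1 in the deposited unit, 9057 genes were tested. Of these limma called 6437 in BxPC-3, 5976 in MIA PaCa-2 and 343 in PANC-1. Contrasts were THZ1 minus DMSO within each line, the difference of that response between lines, and an F-test among the DMSO groups. The p-values of spike-in sums come from exact two-sided permutation tests of 3 against 3 libraries.

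The 33 gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over all lists and lines, and again with the correlation estimated from the data. Of the calls, 1 in BxPC-3, 1 in MIA PaCa-2 and 0 in PANC-1 held with an estimated correlation, in both cases the zinc finger list. The test fry was run beside it; its p asks whether a list's genes move on balance one way, its mixed p whether they change in either direction, and neither compares the list with other genes. Fry called 27, 26 and 12 lists, 30.0, 31 and 9 by the mixed p. Counts of list members are given over all genes tested and adjusted over the list alone. The lists named here are those fixed in the design, and the result of each is given in the report or in the closing section.

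Genes were named by rule. For each line these were the 5 highest and 5 lowest log2 fold changes among called genes with at least a 2-fold change, a mean of at least 20 and no overlap between THZ1 and DMSO libraries. For each list they were the 2 highest and 2 lowest mean changes. To these came the 8 smallest p of the interaction F-test among genes at 20 or more in every line with responses 1 log2 unit apart, and always CDK7, CDK12, CDK13, MYC, MCL1 and the spike-in total. The rule gave a minimum of 20 in counts per 1e+06, or 5 in another unit, and 20 was taken, since the values were brought to that scale. It named 158 genes, 10 for each of BxPC-3 and MIA PaCa-2 and 3 for PANC-1, where few genes qualified. The 72 of them that the text follows through each alternative were picked after their values were seen. Some genes that the rule named are not reported here.

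Alternatives fixed beforehand were spike-in, equal-sum, equal-median and DESeq2 scaling, other filters and pseudocounts, no trend, replicate numbers as a block, fits on the compared groups alone, voom and DESeq2 1.42.0 on recovered reads, and leaving out each library. Chosen after seeing the data were edgeR 4.0.16 with TMM on recovered reads, TMM factors, the pseudocount and filter of 1 in the deposited unit, limma sample weights, removal of the GC and transcript length trend, PANC-1 DMSO replicate 1 left out of every comparison, and the median over spike-ins in place of their sum. The replicate numbers were not treated as pairs, after a check described in the closing section. GC content, length and exon number came from GENCODE gene models on GRCh38, matched by symbol for 88.5% of the tested genes, and served for properties only; since reads were aligned to hg19 elsewhere, no coordinates are given.

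The pipeline was tested on simulated data with changed genes planted. At a 2-fold change it recovered 74.1%, 69.9% and 67.2% of planted genes in the within-line comparisons of BxPC-3, MIA PaCa-2 and PANC-1, and at a 4-fold change 93.4%, 98.4% and 92.4%. For differences of response at 2-fold it recovered 29.3% to 45.2%. Most planted changes of 1.5-fold were missed: recovery was 23.5%, 33.8% and 34.3% within the same lines, and 4.62% to 4.94% for differences of response. Between 0.0132% and 0.0856% of unchanged genes were called. These shares describe the simulated libraries. In the measured data the PANC-1 count went from 77 to 1059 when DMSO replicate 1 was left out. The recovery given for PANC-1 therefore need not hold for its measured libraries. No library was left out of the main comparisons.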

Results

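The series measured polyadenylated RNA in 3 human pancreatic ductal adenocarcinoma cell lines, BxPC-3, MIA PaCa-2 and PANC-1, after 6 h with 100 nM THZ1 or with the solvent DMSO. THZ1 is a covalent inhibitor of CDK7, the kinase of the general transcription factor TFIIH that phosphorylates RNA polymerase II, and it also binds CDK12 and CDK13. Each of the 6 groups held 3 libraries, 18 in all. External RNA controls of the ERCC set were added to the extracted RNA. The reads recovered per library were 13278119 to 16940307 in BxPC-3 with DMSO and 16490481 to 17002050 with THZ1. In MIA PaCa-2 they were 14275582 to 20910423 with DMSO and 12556005 to 14681091 with THZ1. In PANC-1 they were 6352482 to 15517910 with DMSO and 12698611 to 14922335 with THZ1. One library stood apart. PANC-1 DMSO replicate 1 was the shallowest (6352482 reads). Its residual SD around its group mean was 0.52 on the log2 scale against 0.10 to 0.31 in the other libraries, and its correlation with the other PANC-1 DMSO libraries across genes was 0.951 and 0.942 where those correlated with each other at 0.996.

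The spike-ins were added to the extracted RNA and give a further scale. The summed ERCC signal on the deposited scale went from 2330.5 ± 198 (SD, n = 3) with DMSO to 5322 ± 390 with THZ1 in BxPC-3, from 1792 ± 114 to 4442 ± 832 in MIA PaCa-2 and from 2217 ± 323 to 2709.6 ± 461 in PANC-1. The log2 differences were 1.19 (SE 0.09), 1.30 (SE 0.16) and 0.28 (SE 0.19), with exact two-sided permutation p of 0.1, 0.1 and 0.2, where 0.1 is the smallest p that 3 against 3 libraries allow. All 38 ERCC transcripts were higher with THZ1 in BxPC-3 and in MIA PaCa-2, and 34 of 38 in PANC-1. Read the other way, endogenous reads per ERCC read went from 347 ± 31.5 to 252 ± 15.6 in BxPC-3, from 469.6 ± 27.3 to 303 ± 49.4 in MIA PaCa-2 and from 386 ± 9.56 to 318 ± 54.7 in PANC-1, log2 differences of -0.46 (SE 0.09), -0.65 (SE 0.15) and -0.29 (SE 0.14). The share of mitochondrially encoded mRNA in the reads went from 4.84% ± 0.0524 to 7.18% ± 0.0357 in BxPC-3, from 4.63% ± 0.115 to 6.73% ± 0.236 in MIA PaCa-2 and from 3.35% ± 1.21 to 4.71% ± 0.114 in PANC-1.

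The choice of scale moved the fold changes, though not all by the same amount. The median gene changed by 0.25, 0.19 and -0.07 on the log2 scale in BxPC-3, MIA PaCa-2 and PANC-1 on the deposited scale. When libraries were scaled to their ERCC totals it changed by -0.64, -0.85 and -0.31. On the deposited scale the PANC-1 median was 0.02, -0.12 and -0.14 without DMSO replicates 1, 2 and 3. Libraries scaled to the same sum gave medians of -0.30, -0.31 and -0.07, TMM factors gave -0.04, 0.00 and 0.01, and DESeq2 factors gave 0.03, 0.03 and 0.05. The ERCC scale assumes an equal RNA input per library, and neither scale was taken as the true one: deposited values are given first and the ERCC value beside them where it turns the direction of a called change. The p-values measure only the spread between these libraries of cultured cells.

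**Figure D1:**
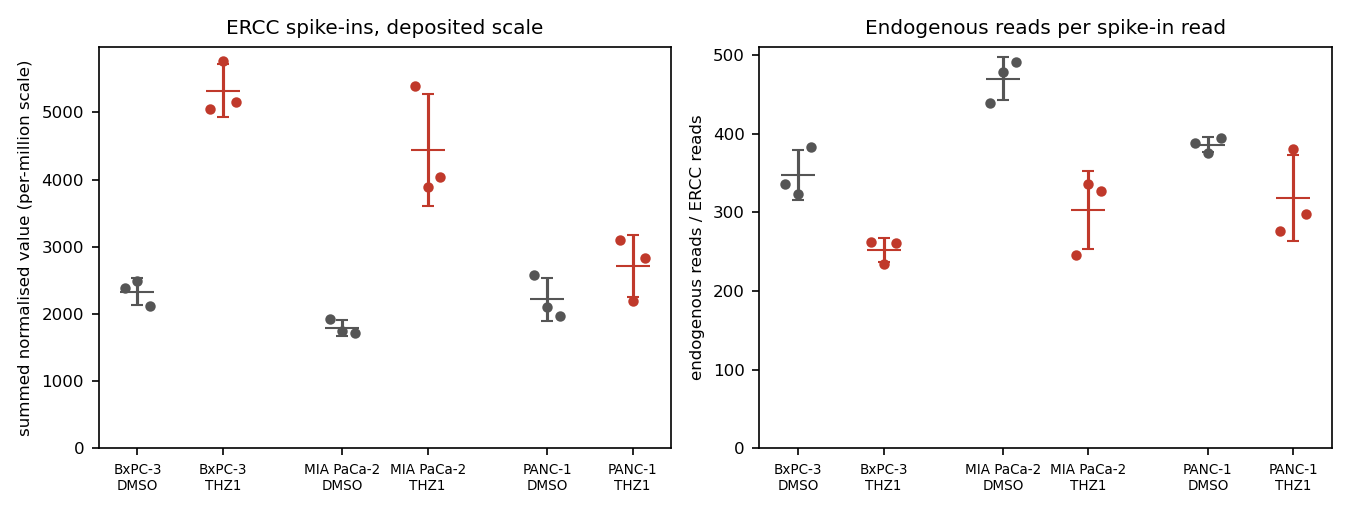
The vertical axes show the summed ERCC spike-in value on the deposited scale (left, rescaled units) and endogenous reads per ERCC read (right) for each of the 18 libraries, with points as libraries, horizontal marks as group means and bars as SD (n = 3). Mean spike-in sums went from 2330.5 to 5322 in BxPC-3, from 1792 to 4442 in MIA PaCa-2 and from 2217 to 2709.6 in PANC-1, while endogenous reads per ERCC read went from 347 to 252, from 469.6 to 303 and from 386 to 318.

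In BxPC-3, the question was which transcripts respond to THZ1 within 6 h. The steepest changes given for each line are those among genes that met the naming rule. The steepest decreases were in ZC3H4, a zinc finger protein of the complex that ends non-coding transcription, which fell from 104.9 ± 3.05 with DMSO to 7.89 ± 0.0569 with THZ1 (SD, n = 3; log2 fold change -3.58, SE 0.08, limma adjusted p = 8.45e-14). DKK1, a secreted Wnt antagonist, fell from 104 ± 2.798 to 10.1 ± 1.01 (-3.24, adjusted p = 1.64e-09). CYP1A1 and CYP1B1, cytochrome P450 genes induced through the aryl hydrocarbon receptor, fell by 2.98 and 2.81 on the log2 scale, and TGIF2, a homeobox repressor of TGF-beta signalling, fell by 2.85. The steepest increases were in LINC00926, a long non-coding RNA (2.22 ± 0.204 to 47.0 ± 1.63, log2 fold change 3.90, SE 0.21, adjusted p = 5.84e-10), and in NNAT, an imprinted proteolipid gene (6.38 ± 0.188 to 58.5 ± 1.37, 3.01, adjusted p = 1.6e-09). The entries MIR3648, MIR3687 and MIR663A, which lie in repeats related to the ribosomal RNA precursor, rose by 3.25, 3.21 and 3.16. These sequences exist in many copies, so the assignment of their reads is uncertain. In all 10 of these genes every THZ1 library lay on one side of every DMSO library, and the directions were the same on the ERCC scale.

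Genes of protein synthesis and energy metabolism rose in BxPC-3 relative to the rest. Of 81 cytosolic ribosomal protein genes tested, 78 rose and 1 fell, as they did adjusted over the list alone (78 and 1). Their median log2 fold change was 1.20, and 0.01 on the ERCC scale. The list passed camera with adjusted p = 8.25e-18, and adjusted p = 0.391 with an estimated correlation. RPS15, one of them, rose by 1.42 (ERCC 0.23 with limma adjusted p = 0.168). All 13 mitochondrially encoded mRNAs rose (13 adjusted over the list alone), with a median of 1.26 that was 0.07 on the ERCC scale. Camera gave them adjusted p = 6.26e-05, and adjusted p = 0.423 with an estimated correlation. MT_ATP6, a subunit of ATP synthase, went from 3179 ± 123 to 7901 ± 216 (ERCC 0.12 with limma adjusted p = 0.676). Of 77 nuclear oxidative phosphorylation genes 68 rose and 1 fell (71 and 1 adjusted over the list alone), with a median of 1.01 that was -0.15 on the ERCC scale. Their camera result was adjusted p = 1.48e-10, and adjusted p = 0.314 with an estimated correlation. Of 22 glycolysis and hypoxia genes 18 rose (18, with 1 fallen, adjusted over the list alone), with a median of 1.02 that was -0.08 on the ERCC scale. Camera returned adjusted p = 7.09e-05 for them, and adjusted p = 0.07 with an estimated correlation. GAPDH, a glycolytic enzyme, rose from 2323 ± 38.7 to 5737 ± 193 (1.30, ERCC 0.11 with limma adjusted p = 0.486). PGAM1 rose by 1.12 (ERCC -0.07). Of 12 RNA polymerase II subunit genes 9 rose and 2 fell (9 and 2 adjusted over the list alone), with a median of 1.00 that was -0.14 on the ERCC scale. POLR2A, the catalytic subunit, rose from 493 ± 5.68 to 1516 ± 11.9 (log2 fold change 1.62, adjusted p = 2.97e-10, ERCC 0.43), while POLR2D fell by 0.39. That list sat at the threshold, with camera adjusted p = 0.0492 and adjusted p = 0.359 with an estimated correlation. It lost its call on the ERCC scale (0.0672), after removal of the GC and length trend (0.0738), with a filter of 5 (0.105) and in the deposited unit (0.206). The call was also lost without BxPC-3 THZ1 replicate 2 (0.0524), THZ1 replicate 3 (0.0531) or DMSO replicate 1 (0.0582).

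Camera placed lists of transcription control, cell division and interferon signalling lower in BxPC-3, and at the threshold a repair list whose members went both ways. The list medians were negative on each of the 6 scales tried, except for the repair genes. Of 413 tested ZNF-named zinc finger genes, most of which encode DNA-binding repressors, 248 fell and 30 rose (251 and 30 adjusted over the list alone). Their median was -0.60, with camera adjusted p = 2e-22 and adjusted p = 6.16e-06 with an estimated correlation. ZNF142 fell by 2.15 and ZNF526 by 2.36, while ZNF428 rose by 1.12 (ERCC -0.03). Of 30 mitosis genes 19 fell and 3 rose (19 and 4 adjusted over the list alone). These had a median of -0.53, with camera adjusted p = 1.9e-06 and adjusted p = 0.0964 with an estimated correlation. AURKA, a mitotic kinase, fell from 105.7 ± 3.89 to 35.0 ± 2.64 (-1.57) and ASPM, a spindle pole protein, fell by 1.40. Of 16 interferon response genes 9 fell and 2 rose (9 and 2 adjusted over the list alone). The median there was -0.72, with camera adjusted p = 0.00454 and adjusted p = 0.07 with an estimated correlation. DDX58, a sensor of viral RNA, fell from 34.3 ± 3.62 to 7.79 ± 0.461, and IFIT3 fell from 56.4 ± 3.13 to 16.6 ± 0.995. ISG15 rose by 1.02 (ERCC -0.16). Of 21 transcription factors studied in this tumour type 7 fell and 2 rose (6 and 2 adjusted over the list alone). That list's median was -0.16, with camera adjusted p = 0.0112 (0.0582 on the ERCC scale) and adjusted p = 0.263 with an estimated correlation. FOXA1, a pioneer factor, fell from 52.0 ± 1.82 to 20.3 ± 0.795. GLI2, an effector of Hedgehog signalling, fell by 1.07, and STAT3 rose by 1.00 (ERCC -0.18). Of 27 genes of homologous recombination and Fanconi anaemia repair 11 fell and 8 rose (11 and 8 adjusted over the list alone), PALB2 with a log2 fold change of -1.52 and XRCC2 with -1.89. This list's median was -0.02 (0.10 with libraries at equal medians) and its mean -0.25. Camera gave adjusted p = 0.0492, and adjusted p = 0.397 with an estimated correlation. Its call was lost without BxPC-3 THZ1 replicate 3 (0.0543), BxPC-3 DMSO replicate 1 (0.0582) or PANC-1 DMSO replicate 1 (0.0602). It was also lost with equal medians (0.0571), filters of 5 (0.0546) and of 1 CPM (0.0513), fits on the compared groups alone (0.0582), sample weights (0.0659) and removal of the GC and length trend (0.118).

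Over all 15354 genes tested in BxPC-3, limma called 9055 at an adjusted p under 0.05, 6147 higher and 2908 lower with THZ1, of which 1597 and 1051 changed at least 2-fold. The split depended on the scale: 199 higher and 9164 lower on the ERCC scale, 1415 and 6605 with equal sums, 3429 and 4578 with TMM factors, 4049 and 4094 with DESeq2 factors. Of the 9055 genes 5000 were also called on the ERCC scale and 3106 of those in the same direction. THZ1 and DMSO values did not overlap for 11691 genes (76.1%), where chance gives 10%.

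In MIA PaCa-2, the same question again put ZC3H4 first among the decreases and the repeat-derived RNAs among the increases. ZC3H4 fell from 115 ± 6.13 to 16.3 ± 1.75 (SD, n = 3; log2 fold change -2.75, limma adjusted p = 3.46e-12). PPP1R10, a regulatory subunit of protein phosphatase 1 that acts in transcription termination, fell from 91.7 ± 7.83 to 14.5 ± 1.47 (-2.58, SE 0.12, adjusted p = 2.25e-10). MAP3K14, the kinase of the non-canonical NF-kB pathway, fell from 92.5 ± 3.58 to 16.6 ± 1.48, KIF18B, a mitotic kinesin, from 151.6 ± 4.60 to 28.0 ± 1.24, and CMTR2, an mRNA cap methyltransferase, from 34.2 ± 3.02 to 6.04 ± 1.10. FAM166A rose from 0.788 ± 0.2999 to 49.8 ± 3.48 (4.84, SE 0.15, adjusted p = 3.46e-12), from a level of few reads. MIR3648 rose from 342 ± 12.5 to 11660 ± 1188 (5.08, adjusted p = 1.79e-06), MIR3687 by 4.97, MIR663A by 5.03, and RNA5_8SP6, a pseudogene of a ribosomal RNA, from 3.35 ± 0.430 to 255.6 ± 23.9. All 4 have many copies in the genome and their reads are of uncertain origin. The MIR663A response exceeded that of BxPC-3 by 1.87 (adjusted p = 0.0113), while for MIR3648 the difference of 1.83 did not pass (adjusted p = 0.164). Every THZ1 library lay on one side of every DMSO library in these 10 genes, with the same directions on the ERCC scale.

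Genes of translation, respiration and zinc finger proteins moved in MIA PaCa-2 in the directions seen in BxPC-3. Of 81 ribosomal protein genes 80 rose (80 adjusted over the list alone), with a median of 1.10 that was -0.19 on the ERCC scale. Camera gave adjusted p = 3.23e-20 for this list, and adjusted p = 0.359 with an estimated correlation. All 13 mitochondrially encoded mRNAs rose (13 adjusted over the list alone), with a median of 1.19 that was -0.11 on the ERCC scale. Their test gave adjusted p = 2.8e-05, and adjusted p = 0.406 with an estimated correlation. Of 77 nuclear oxidative phosphorylation genes 69 rose and 1 fell (69 and 1 adjusted over the list alone), with a median of 0.99 that was -0.27 on the ERCC scale. Here camera gave adjusted p = 6.7e-13, and adjusted p = 0.263 with an estimated correlation. Of 22 glycolysis and hypoxia genes 16 rose (16 adjusted over the list alone), with a median of 0.83 that was -0.38 on the ERCC scale. For them camera gave adjusted p = 0.000948 (0.103 on the ERCC scale), and adjusted p = 0.0833 with an estimated correlation. Of 12 RNA polymerase II subunit genes 9 rose and 1 fell (9 and 1 adjusted over the list alone), with a median of 0.98 that was -0.29 on the ERCC scale. This list had camera adjusted p = 0.0265, and adjusted p = 0.331 with an estimated correlation. Its call was lost on the ERCC scale (0.0955), after removal of the GC and length trend (0.0586), with a filter of 5 (0.0534) and in the deposited unit (0.149). POLR2A went from 344 ± 17.99 to 1009 ± 36.9 (1.55, ERCC 0.26 with limma adjusted p = 0.0987). ZNF-named genes fell in 280 cases and rose in 25 of 413 (289 and 26 adjusted over the list alone). With a median of -0.72, they had camera adjusted p = 4.53e-25, and adjusted p = 6.16e-06 with an estimated correlation. Repair genes fell in 12 and rose in 6 of 27 (12 and 6 adjusted over the list alone). With a median of -0.18, they had adjusted p = 0.0193 (0.0655 after removal of the GC and length trend), and adjusted p = 0.338 with an estimated correlation. The pancreatic cancer transcription factors fell in 10 and rose in 2 of 21 (10 and 2 adjusted over the list alone). With a median of -0.25, they had adjusted p = 0.0354, and adjusted p = 0.331 with an estimated correlation. This call was lost on the ERCC scale (0.146), with equal sums (0.0528), with a filter of 5 (0.0517), in the deposited unit (0.132) and after removal of the GC and length trend (0.0655).

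Several groups passed the list test in MIA PaCa-2 that did not in BxPC-3 on the deposited scale. Of these, histone genes (adjusted p = 0.15 in BxPC-3) passed in BxPC-3 with equal sums (0.000166), TMM factors (0.00789), DESeq2 factors (0.0117), voom (0.0141), edgeR (0.0165), DESeq2 (0.0412) and on the ERCC scale (1.95e-07). Replication-dependent histone genes, whose mRNAs normally lack a poly(A) tail, rose in 41 of 43 cases (41 adjusted over the list alone), with a median of 1.59 that was 0.64 on the ERCC scale. Camera gave histone genes adjusted p = 5.84e-10, and adjusted p = 0.359 with an estimated correlation. On the ERCC scale 22 of the 43 were still called higher. HIST2H2BE rose from 7.43 ± 0.681 to 66.5 ± 3.98 and HIST1H3J from 1.21 ± 0.116 to 21.1 ± 0.409. Histone genes are nearly identical in sequence, so single members are uncertain. Immediate early genes rose in 15 and fell in 5 of 24 (16 and 5 adjusted over the list alone), with a median of 0.59 that was -0.70 on the ERCC scale and -0.06 with equal sums. Their camera adjusted p = 0.0492 was an adjusted p = 0.359 with an estimated correlation. The call was lost without MIA PaCa-2 THZ1 replicate 1 (0.0544) or replicate 2 (0.061), with pseudocounts of 0.1 (0.0506) and 0.01 (0.0516), with a filter of 5 (0.105) and in the deposited unit (0.206). Fits on the compared groups alone (0.0748), sample weights (0.0543) and removal of the GC and length trend (0.152) ended it as well. JUNB, an AP-1 transcription factor, rose from 58.9 ± 2.82 to 313 ± 11.0 (2.39, ERCC 1.11). EGR1, a zinc finger factor induced by growth signals, rose from 178 ± 17.1 to 530.3 ± 31.2 (1.57). On the ERCC scale it was at 0.28 and not called (limma adjusted p = 0.158). FOS rose by 1.15 (ERCC -0.13) and FOSB by 0.86 (ERCC -0.42), so their sign depended on the scale. Neither was called on the ERCC scale (limma adjusted p = 0.497 and 0.0752). Heat shock genes rose in 10 and fell in 1 of 13 (11 and 1 adjusted over the list alone), with a median of 0.84 that was -0.45 on the ERCC scale. They had camera adjusted p = 0.00454 (0.145 on the ERCC scale), and adjusted p = 0.235 with an estimated correlation. HSPA1B, an inducible chaperone, went from 23.1 ± 2.18 to 66.0 ± 5.35 (ERCC 0.22 with limma adjusted p = 0.23). TGF-beta target genes fell in 9 and rose in 2 of 15 (9 and 2 adjusted over the list alone). Their median was -0.30, with camera adjusted p = 0.00921 and adjusted p = 0.0833 with an estimated correlation. PMEPA1, an inhibitor of SMAD signalling, fell from 40.9 ± 3.41 to 13.4 ± 1.12, while TGFBI, a matrix protein, rose by 0.43 (ERCC -0.78, -0.18 with equal sums). Interaction tests gave a higher response in MIA PaCa-2 than in BxPC-3 for HIST2H2BE by 1.63 (adjusted p = 0.00968), for EGR1 by 1.72 (adjusted p = 0.000378) and for FOS by 1.11 (adjusted p = 0.00019). No difference between lists was tested.

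In MIA PaCa-2 limma called 8640 genes, 5598 higher and 3042 lower, of which 1185 and 922 changed at least 2-fold. The split was 211 higher and 11452 lower on the ERCC scale, 1435 and 6616 with equal sums, 3794 and 4069 with TMM factors and 4035 and 3798 with DESeq2 factors. Groups did not overlap for 11327 genes (73.8%; 10% by chance).

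**Figure D2:**
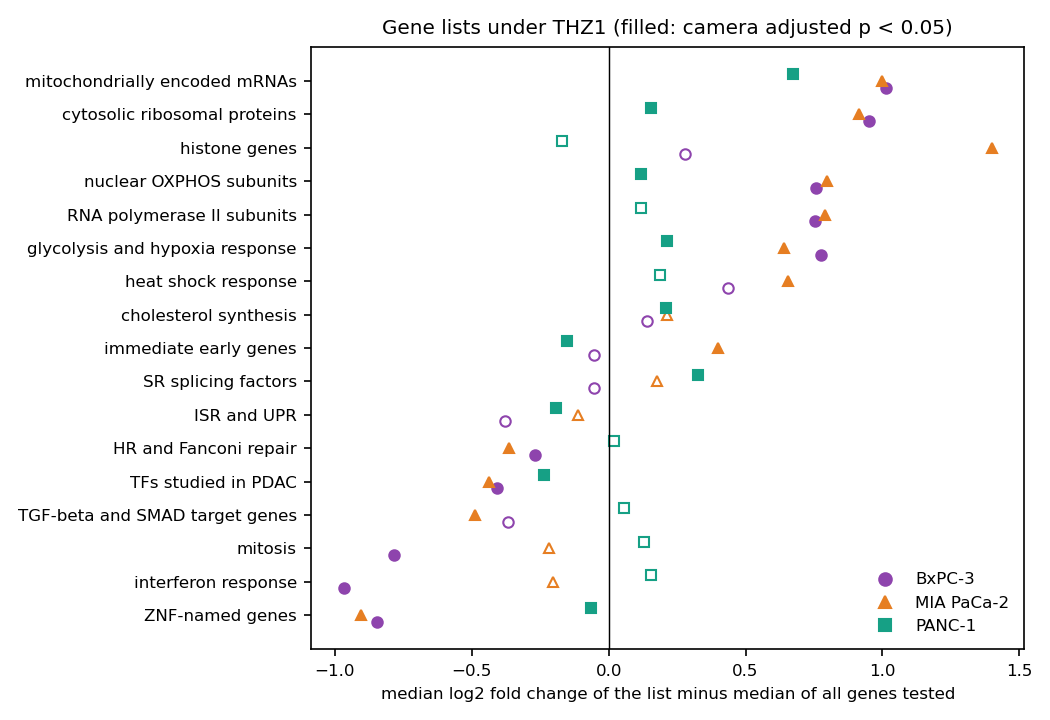
The horizontal axis shows the median log2 fold change of each gene list minus the median of all genes tested, for the 17 lists called in at least 1 cell line (vertical axis); circles are BxPC-3, triangles MIA PaCa-2 and squares PANC-1, filled where the camera adjusted p was under 0.05. Mitochondrially encoded mRNAs lay at 1.01, 1.00 and 0.67 and ZNF-named genes at -0.85, -0.90 and -0.07; on the ERCC scale the list medians themselves turn to near or below 0 for mitochondrial mRNAs in BxPC-3 and MIA PaCa-2 (0.07 and -0.11, with 0.32 in PANC-1), ribosomal protein genes (0.01, -0.19 and -0.19) and the other lists on the right except histone genes in MIA PaCa-2 (0.64).

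Far fewer genes were called in PANC-1. Among genes that met the naming rule, its steepest called decreases were in FOS, FOSB and EGR1, immediate early transcription factors. FOS fell from 29.8 ± 1.11 to 10.6 ± 1.91 (SD, n = 3; log2 fold change -1.43, SE 0.11, limma adjusted p = 9.16e-06). FOSB fell from 53.3 ± 27.5 to 12.3 ± 0.947 (-1.93, adjusted p = 0.0011) and EGR1 from 78.9 ± 33.7 to 30.9 ± 2.63 (-1.25, adjusted p = 0.0096). DMSO replicate 1 raised both DMSO means, with FOSB at 84.9 (40.0 and 35.1 in the others) and EGR1 at 117.8 (59.2 and 59.7). FOS was nearly even (31.1, 29.3 and 29.1). In all of them each DMSO library lay above each THZ1 library. EGR1 was not called without PANC-1 THZ1 replicate 2 (0.0605) or replicate 3 (0.0703). PPP1R10 fell by 0.78 on the log2 scale and ZC3H4 by 0.49. PPP1R10 was also highest in DMSO replicate 1 (144, against 106 and 98.5). DUSP1, a phosphatase that ends MAP kinase signalling, fell by 0.71 and TRIB3, a stress-induced pseudokinase, by 0.62. LINC00926, RBM33 and IER2 rose by 1.18, 0.32 and 0.56. All 7 of these calls were lost without PANC-1 THZ1 replicate 3, with adjusted p of 0.0991, 0.165, 0.18, 0.137, 0.113, 0.18 and 0.222 in that order. Without THZ1 replicate 1 the calls of ZC3H4 (0.0948), DUSP1 (0.113), TRIB3 (0.107), LINC00926 (0.139), RBM33 (0.109) and IER2 (0.17) were lost. Without THZ1 replicate 2 those of PPP1R10 (0.0515), ZC3H4 (0.0617), DUSP1 (0.0681), TRIB3 (0.0708), LINC00926 (0.0621) and RBM33 (0.0617) were lost. With DESeq2 factors ZC3H4 (0.146), DUSP1 (0.153), TRIB3 (0.101), RBM33 (0.112) and IER2 (0.0594) were not called. With TMM factors ZC3H4 (0.113), DUSP1 (0.121), TRIB3 (0.0658), RBM33 (0.0881) and IER2 (0.0586) were not called either. Voom and edgeR did not call ZC3H4 (0.0769 and 0.0856), DUSP1 (0.081 and 0.0907) or RBM33 (0.0672 and 0.0724), and on the ERCC scale RBM33 (0.89) and IER2 (0.154) were not called. Equal sums ended the calls of DUSP1 (0.0586) and RBM33 (0.0708), and no trend those of DUSP1 (0.0565), RBM33 (0.0736) and IER2 (0.0791). Pseudocounts of 0.1 and 0.01 ended LINC00926 (0.053 and 0.0645) and IER2 (0.0502 and 0.0516). The LINC00926 log2 fold change was then larger, 2.157 and 2.455, from a DMSO mean of 0.715. IER2 was also lost with no filter (0.0545) and a filter of 1 CPM (0.0502). Replicate numbers as a block ended all 7 of these calls, for example PPP1R10 (0.055), LINC00926 (0.0633) and DUSP1 (0.096). Removal of the GC and length trend ended ZC3H4 (0.1). In a fit on the PANC-1 libraries alone none of these genes was called, with adjusted p of 0.594 for FOS and 0.751 for the others.

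Among gene lists in PANC-1, the mitochondrially encoded mRNAs stood highest, with a median of 0.60 that stayed at 0.32 on the ERCC scale (2 of 13 rose, 13 adjusted over the list alone). Camera gave this list adjusted p = 4.6e-13, and adjusted p = 0.214 with an estimated correlation. Without DMSO replicate 1 this median was 0.34 and 13 of 13 rose. The share of these mRNAs in the reads was 1.95% in that library against 4.04% and 4.05% in the other DMSO libraries of PANC-1. Immediate early genes fell in 6 and rose in 1 of 24 (11 and 4 adjusted over the list alone), with a median of -0.22. Camera gave immediate early genes adjusted p = 0.00162, and adjusted p = 0.206 with an estimated correlation. Genes of the integrated stress and unfolded protein responses fell in 3 of 18 (7 adjusted over the list alone), with a median of -0.26. They had adjusted p = 0.00517, and adjusted p = 0.07 with an estimated correlation, and lost their call without PANC-1 DMSO replicate 2 (0.0855) or replicate 3 (0.113). ZNF-named genes fell in 3 of 413 (6 adjusted over the list alone), with a median of -0.14. Those had adjusted p = 0.0047, and adjusted p = 0.07 with an estimated correlation, and lost the call without THZ1 replicate 1 (0.0576), DMSO replicate 2 (0.0951) or DMSO replicate 3 (0.366). Of the 21 transcription factors studied in this tumour type limma called 0 over all genes, and 8 fell adjusted over the list alone, with a median of -0.31. At an unadjusted p under 0.05 there were 11, and voom, edgeR and DESeq2 called 0, 0 and 3. The list had camera adjusted p = 0.0278, and adjusted p = 0.314 with an estimated correlation. That call was lost without THZ1 replicate 1 (0.0581), THZ1 replicate 3 (0.0669), DMSO replicate 2 (0.0783) or DMSO replicate 3 (0.167), with pseudocounts of 0.1 (0.0506) and 0.01 (0.0633) and in the deposited unit (0.21). Without DMSO replicate 1 this median was -0.15 (adjusted p = 0.00297), and 11 ZNF-named genes and 7 stress response genes fell.

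Small positive medians that turned negative on the ERCC scale were called for 5 further lists in PANC-1. Ribosomal protein genes had a median of 0.08 (ERCC -0.19), and 1 of 81 rose (9 adjusted over the list alone). Their adjusted p = 2.8e-05 was adjusted p = 0.699 with an estimated correlation, 0.372 on the ERCC scale, 0.313 without DMSO replicate 3 and 0.413 with fry. Without DMSO replicate 1 the median was 0.27 and 64 of 81 rose (adjusted p = 6.58e-28). Nuclear oxidative phosphorylation genes had a median of 0.05 (ERCC -0.23), and 4 of 77 rose (19 adjusted over the list alone). For these adjusted p = 8.91e-05 was adjusted p = 0.532 with an estimated correlation, 0.117 on the ERCC scale, 0.138 without DMSO replicate 3 and 0.313 with fry. Without DMSO replicate 1 the median was 0.26 and 29 of 77 rose (adjusted p = 4.03e-18). SR splicing factors, which select exons, had a median of 0.26 (ERCC -0.03). Of 13, limma called 0 over all genes, 5 rose adjusted over the list alone, 7 had an unadjusted p under 0.05, and voom, edgeR and DESeq2 called 0 each. Camera gave adjusted p = 4.02e-05, adjusted p = 0.406 with an estimated correlation and 0.473 without DMSO replicate 1, where the median was 0.06. Sample weights (0.314) and removal of the GC and length trend (0.0655) also ended this call. Fry, which does not compare the list with other genes, gave 0.0726. Glycolysis and hypoxia genes had a median of 0.14 (ERCC -0.14). Of 22, limma called 0 over all genes, 4 rose adjusted over the list alone, 7 had an unadjusted p under 0.05, and voom, edgeR and DESeq2 called 1, 0 and 3. Camera gave adjusted p = 0.00128, and adjusted p = 0.0856 with an estimated correlation. Without DMSO replicate 1 the median was 0.24 and 9 of 22 rose (adjusted p = 7.73e-08). Cholesterol synthesis genes had a median of 0.14 (ERCC -0.14). Of 16, limma called 0 over all genes, 1 fell adjusted over the list alone, 6 had an unadjusted p under 0.05, and voom, edgeR and DESeq2 called 0, 0 and 1. Camera gave adjusted p = 0.0284, and adjusted p = 0.133 with an estimated correlation. This call was lost without THZ1 replicate 1 (0.0581) or DMSO replicate 1 (0.13), on the ERCC scale (0.0955), with a filter of 5 (0.111), in fits on PANC-1 alone (0.0622), in the deposited unit (0.379) and with sample weights (0.137).

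Limma called 77 genes in PANC-1, 42 higher and 35 lower, of which 1 and 8 changed at least 2-fold, with 3407 at an unadjusted p under 0.05. The count varied with the libraries used. It was 1059 genes (854 higher, 205 lower) without DMSO replicate 1, 857 and 3340 without DMSO replicates 2 and 3, 9, 8 and 5 without THZ1 replicates 1, 2 and 3, and 14 to 20 without any 1 library of another line. By other tools on the recovered reads it was 19 with edgeR, 30 with voom and 587 with DESeq2. It was 0 in a fit on the PANC-1 libraries alone, 7 with the replicate block and 2716 with sample weights. Of 13591 genes with known GC content and length, 1059 were called after removal of that trend. The 2-fold split was 8 higher and 3 lower without DMSO replicate 1. It was 3 and 77 without DMSO replicate 2, and 39 and 197 without DMSO replicate 3. The split of all called genes was 5 higher and 2856 lower on the ERCC scale and 13 and 161 with equal sums. It was 7 and 15 with TMM factors and 6 and 15 with DESeq2 factors. With equal medians it leaned the other way, with 166 higher and 44 lower. Groups did not overlap for 2621 genes (17.1%; 10% by chance).

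**Figure D3:**
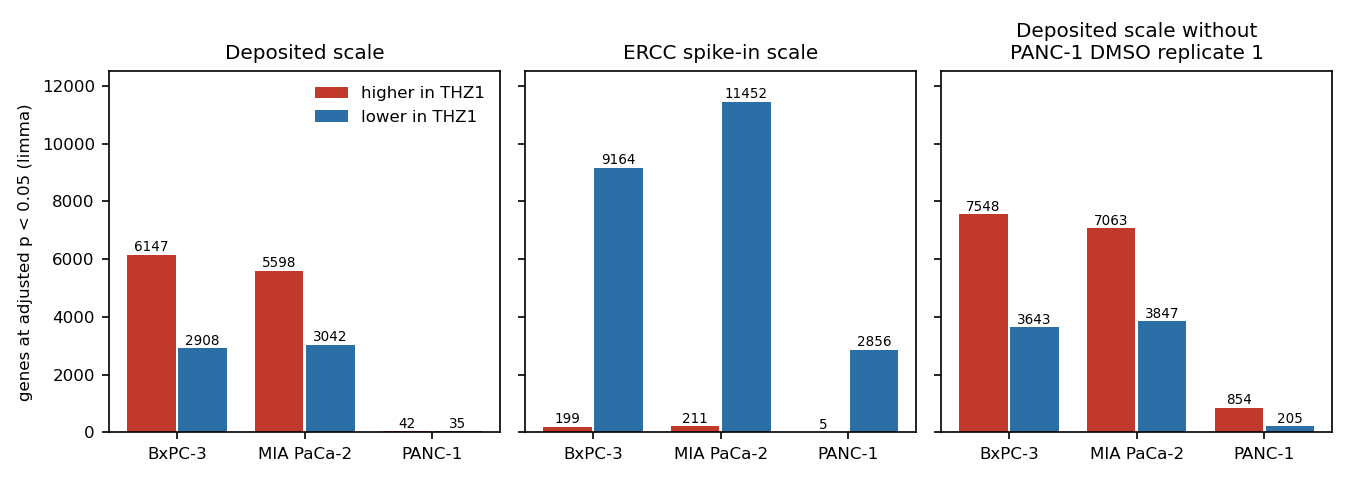
Bars show the number of genes at a limma adjusted p under 0.05 (vertical axis, from 0) that were higher (red) or lower (blue) with THZ1 in each cell line (horizontal axis), on the deposited scale, on the ERCC spike-in scale and on the deposited scale without PANC-1 DMSO replicate 1. In BxPC-3 the split of 6147 higher and 2908 lower on the deposited scale became 199 and 9164 on the spike-in scale, and PANC-1 went from 42 and 35 to 854 and 205 without that replicate.

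The lines were then compared by testing the difference of their THZ1 responses. ZC3H4 gave the smallest p: its response in PANC-1 was less negative than in BxPC-3 by 3.08 on the log2 scale (SE 0.12, limma adjusted p = 2.22e-10) and than in MIA PaCa-2 by 2.26 (adjusted p = 9.33e-09). NACC2, a transcriptional repressor, and GTPBP2, a ribosome rescue factor, likewise fell in BxPC-3 and MIA PaCa-2 (NACC2 -1.95 and -1.83, GTPBP2 -2.15 and -1.73), with PANC-1 values of -0.15 and -0.19. The PANC-1 minus BxPC-3 differences were 1.80 (SE 0.10, adjusted p = 3.01e-08) and 1.96 (SE 0.12, adjusted p = 3.8e-08). RBM33, an RNA-binding protein, rose from 90.6 ± 2.74 to 449 ± 7.65 in BxPC-3. In MIA PaCa-2 it rose from 100.7 ± 0.997 to 289.5 ± 7.66 (log2 fold change 1.51, ERCC 0.23 with adjusted p = 0.221). In PANC-1 it rose from 83.1 ± 2.23 to 104 ± 2.11 (0.32, ERCC 0.04 with adjusted p = 0.89). Its PANC-1 minus BxPC-3 difference was -1.97 (SE 0.08, adjusted p = 3.81e-10). GADD45B, a stress-inducible gene of growth arrest, rose by 2.14 in BxPC-3 and 2.93 in MIA PaCa-2 against 0.22 in PANC-1 (PANC-1 minus MIA PaCa-2 -2.70, SE 0.14, adjusted p = 9.33e-09). ZNF609 fell most in MIA PaCa-2 (-2.15; BxPC-3 -0.76, PANC-1 -0.35; PANC-1 minus MIA PaCa-2 1.80, SE 0.10, adjusted p = 1.82e-08). MICAL2, an actin-oxidising enzyme, rose by 1.84 in BxPC-3 (PANC-1 minus BxPC-3 -1.91, SE 0.11, adjusted p = 3.01e-08), with 0.24 in MIA PaCa-2 (ERCC -1.03, -0.40 with equal sums). In MIA PaCa-2 the call of MICAL2 was lost without that line's THZ1 replicate 2 (0.0532) or DMSO replicate 1 (0.0996), and with voom (0.852), edgeR (0.874), DESeq2 (0.819), its factors (0.795) and TMM factors (0.981).

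Several immediate early genes differed in response between PANC-1 and MIA PaCa-2. The PANC-1 minus MIA PaCa-2 differences were -2.57 for FOS (adjusted p = 3.82e-08), -2.82 for EGR1 (adjusted p = 2.43e-06), -2.79 for FOSB (adjusted p = 1.14e-05) and -1.94 for JUNB (adjusted p = 5.09e-06). The PANC-1 minus BxPC-3 difference of JUNB was -1.81 (adjusted p = 4.22e-06), while its rises in BxPC-3 (2.26) and MIA PaCa-2 (2.39) differed by 0.13 (SE 0.19, adjusted p = 0.741), less than the replicate error resolves. DKK1 fell in BxPC-3 and stood at -0.30 in MIA PaCa-2 (difference 2.94, adjusted p = 6.34e-06). In all, limma called 2118 genes for MIA PaCa-2 against BxPC-3 (942 with the more positive response in MIA PaCa-2, 1176 the reverse), 6561 for PANC-1 against BxPC-3 (1828 and 4733) and 5978 for PANC-1 against MIA PaCa-2 (1775 and 4203). Those splits became 386 and 819, 4436 and 238, and 6481 and 239 on the ERCC scale. With equal sums they were 1198 and 929, 4732 and 783, and 4697 and 764. With TMM factors they were 1433 and 715, 3284 and 1859, and 2750 and 2198, and with DESeq2 factors 1193 and 811, 2967 and 2221, and 2638 and 2249. Which line had more genes with the higher response was thus set by the scale. Without PANC-1 DMSO replicate 1 the MIA PaCa-2 against BxPC-3 count was 5421, although that library is in neither group but enters the pooled spread.

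**Figure D4:**
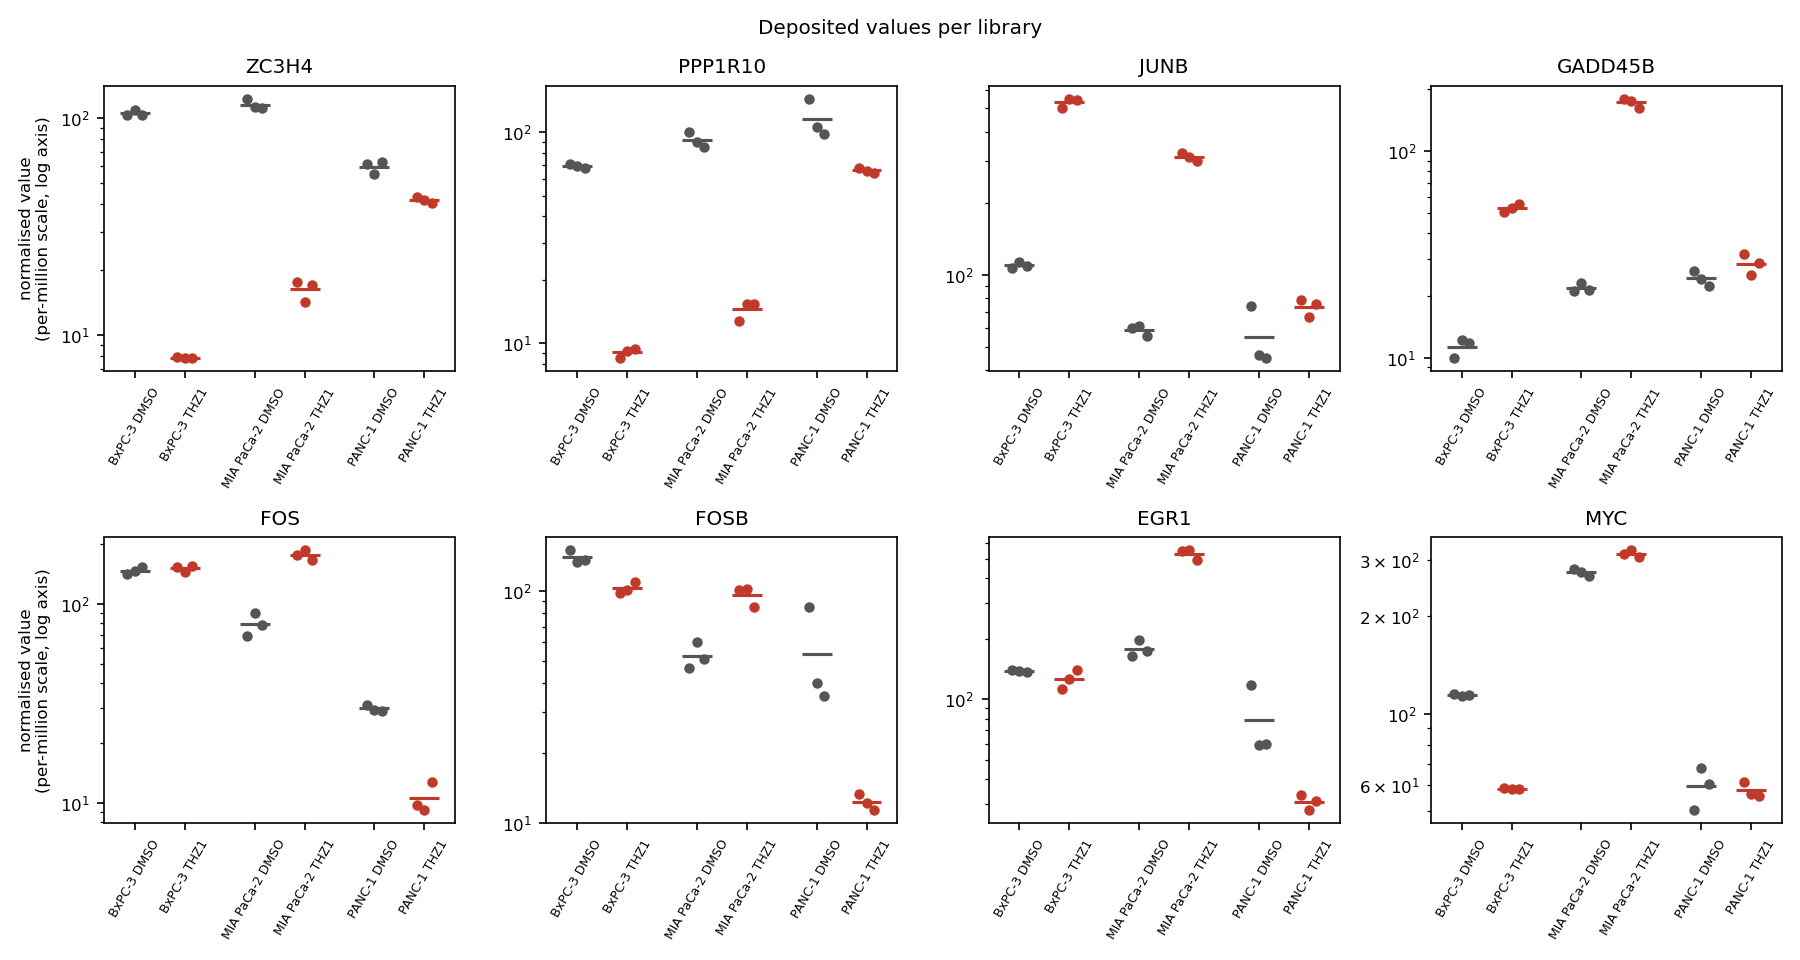
Each panel shows 1 gene, with the deposited value per library on the vertical axis (rescaled units, log axis), points as the 3 libraries of a group and lines as group means, grey for DMSO and red for THZ1. ZC3H4 fell from 104.9 to 7.89 in BxPC-3, from 115 to 16.3 in MIA PaCa-2 and from 59.6 to 42.0 in PANC-1. FOS rose from 79.1 to 176 in MIA PaCa-2 (log2 -0.13 on the ERCC scale and not called there, limma adjusted p = 0.497) and fell from 29.8 to 10.6 in PANC-1.

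Across the 15354 genes, the responses of BxPC-3 and MIA PaCa-2 correlated at Pearson's r 0.771 (Spearman's rho 0.773), those of BxPC-3 and PANC-1 at 0.337 (0.356) and those of MIA PaCa-2 and PANC-1 at 0.285 (0.302). These are correlations across genes, which are not independent replicates, and no p is given. In BxPC-3 and MIA PaCa-2 together 4458 genes rose in both and 1956 fell in both, where the product of the counts over the genes tested gives 2241.2 and 576.15, and 198 went opposite ways. Of the genes called in PANC-1, 42 rose and 23 fell also in BxPC-3 (16.8 and 6.63 by the product) with 2 opposite, and 42 rose and 27 fell also in MIA PaCa-2 (15.3 and 6.93 by the product) with 4 opposite. Without PANC-1 DMSO replicate 1 the correlations of PANC-1 with BxPC-3 and MIA PaCa-2 were 0.617 and 0.599.

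Under DMSO the lines differed in epithelial and mesenchymal genes, which the labels do not describe. S100A2 and TNS4, markers of basal-like tumours, stood at 1515 ± 146 and 490.1 ± 12.6 in BxPC-3 against 7.47 ± 0.719 and 1.04 ± 0.133 in MIA PaCa-2 and 5.79 ± 1.81 and 4.11 ± 3.31 in PANC-1. CEACAM6, a surface glycoprotein of classical tumours, was at 128 ± 0.655, 0.161 ± 0.116 and 0.823 ± 0.819, in the same order, and ESRP2, an epithelial splicing regulator, at 54.7 ± 2.02, 2.09 ± 0.0808 and 19.6 ± 1.45. VIM, the intermediate filament of mesenchymal cells, was at 12.3 ± 0.595, 1413 ± 55.1 and 1372 ± 212, and SNAI1, a repressor of epithelial genes, at 0.428 ± 0.159, 8.48 ± 1.18 and 20.9 ± 7.70. Not every marker followed this order: KRT8 (703, 1424 and 1912), KRT18 (169, 260.3 and 212) and OCLN (3.33, 6.71 and 21.2), epithelial genes, were lowest in BxPC-3, and FN1, a mesenchymal matrix gene, was highest there (26.4, 3.48 and 6.53). Of the 10 epithelial markers tested 6 were highest in BxPC-3, and of the 8 mesenchymal markers tested 2. These tallies cover only markers that are in the deposited table and passed the filter. Markers without reads in 1 of the lines may be missing from them. MMP2, a matrix protease, was highest in PANC-1 (114 ± 13.3 against 0.324 ± 0.247 in BxPC-3) and COL3A1, a fibrillar collagen of fibroblasts, in MIA PaCa-2 (120.2 ± 1.17 against 0.403 ± 0.0238 in BxPC-3). The limma F-test gave adjusted p of 6.76e-17 for S100A2, 3.09e-18 for VIM and 2.07e-12 for COL3A1. Interferon genes differed in 16 of 16 cases (16 adjusted over the list alone), 14 of them highest in BxPC-3, and mitosis genes in 29 of 30 (30 adjusted over the list alone), 27 of them highest in MIA PaCa-2. The F-test called 12149 of 15354 genes.

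Among the mRNAs of the kinases that THZ1 binds, CDK7 went from 14.0 ± 0.505 to 10.2 ± 1.29 in BxPC-3 (log2 fold change -0.43, SE 0.14, limma adjusted p = 0.0155), a call lost without BxPC-3 THZ1 replicate 3 (0.0807) and with libraries at equal medians (0.0808). It stood at 0.02 (adjusted p = 0.937, ERCC -1.25, -0.62 with equal sums) in MIA PaCa-2 and 0.11 (adjusted p = 0.643) in PANC-1. CDK12, which phosphorylates elongating RNA polymerase II, fell from 202 ± 9.35 to 153 ± 3.73 in MIA PaCa-2 (-0.40, adjusted p = 0.00281). Its BxPC-3 value of -0.25 (adjusted p = 0.0428) was not called without THZ1 replicate 1 (0.0643), THZ1 replicate 2 (0.0791), THZ1 replicate 3 (0.118), DMSO replicate 1 (0.164) or DMSO replicate 3 (0.0649), with equal medians (0.314) or with no trend (0.0603). CDK13 stood at 0.29, -0.09 and 0.23 in the 3 lines with adjusted p of 0.16, 0.69 and 0.408. On the ERCC scale CDK13 was lower in BxPC-3 (-0.88, adjusted p = 0.00796). MYC, the growth-promoting transcription factor, fell from 114 ± 1.06 to 58.5 ± 0.365 in BxPC-3 (-0.95, SE 0.09, adjusted p = 9.57e-08). In MIA PaCa-2 it was at 274 ± 6.78 and 313 ± 7.13 (0.19, ERCC -1.10, -0.46 with equal sums), with adjusted p = 0.0685, or 0.00215 without PANC-1 DMSO replicate 1. In PANC-1 it was at -0.03 (adjusted p = 0.827). Its MIA PaCa-2 minus BxPC-3 difference was 1.15 (SE 0.12, adjusted p = 1.51e-05). MCL1, an inhibitor of apoptosis, was at 250.0 ± 9.0 and 195 ± 7.38 in BxPC-3 (-0.36), with adjusted p = 0.0937, or 2.42e-06 without PANC-1 DMSO replicate 1. It was at 0.04 (adjusted p = 0.883, ERCC -1.26, -0.61 with equal sums) in MIA PaCa-2 and at 0.09 (adjusted p = 0.762, or -0.24 with adjusted p = 0.0174 without PANC-1 DMSO replicate 1) in PANC-1.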

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

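Of the tests in this part, the GC and length correction was chosen after seeing the data. An interaction test marked the counts of differing responses and the single genes of this part. For these the THZ1 response differed between 2 cell lines at a limma adjusted p under 0.05. The PANC-1 count, the splits within single lines and the comparison under DMSO were not marked by it.

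The number of genes with a different response was 2118 for MIA PaCa-2 against BxPC-3, 6561 for PANC-1 against BxPC-3 and 5978 for PANC-1 against MIA PaCa-2. When the treatment labels were regrouped within both lines, 13, 10 and 7 of 100 splits, the real one included, gave as many genes, so this count does not exclude chance, nor does it speak for chance. The highest of the other splits gave 10553, 8098 and 7555. A count of 10553 against 2118 points to a structure of the samples, here the treatment itself. The splits that mix the labels in both lines (80, 77 and 83 of the 100) gave 0 genes with limma, so every split with as many genes kept or fully exchanged the real labels of at least 1 line. Such a split still holds the THZ1 effect of that line, so it is no measure of chance.

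Single genes marked by the same test were ZC3H4 (PANC-1 minus BxPC-3 3.08), RBM33 (-1.97), NACC2 (1.80), MICAL2 (-1.91) and GTPBP2 (1.96). For PANC-1 minus MIA PaCa-2 they were GADD45B (-2.70) and ZNF609 (1.80).

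PANC-1 had 77 called genes where BxPC-3 had 9055 and MIA PaCa-2 8640. The tables argue against 3 technical explanations as the whole cause. The first is that the PANC-1 DMSO library that stands apart only widened the spread and hid a response as large as in the other lines. The slope of PANC-1 changes on the mean changes of the other lines over 6414 genes would then be 0.8 or more without that library. The slope was 0.139 with all libraries, 0.180 without that library and at most 0.20 without it and any further PANC-1 library. The slope does not measure the spread itself. Without that library the PANC-1 count rose from 77 to 1059, against 11191 in BxPC-3 and 10910 in MIA PaCa-2. The library may thus explain part of the low count. Lower depth would have thinned the calls elsewhere too, but BxPC-3 had 9047 calls when its reads were thinned to the PANC-1 totals, and after removal of the GC and length trend the slope was 0.164 with all libraries and 0.18 without that library. With all libraries the count after that removal was 1059 of 13591 genes with known properties (791 higher, 268 lower). The uncorrected fit without that library called 1059 of 15164 (854 and 205). The genes tested differed from the 15354 of the main fit, so the rise cannot be put down to the removal alone. A weaker or slower response of PANC-1 cells to THZ1 may explain the pattern, a hypothesis that a dose or time series would test and that was not tested here.

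Within single lines, the 6 libraries allow only 10 splits into 3 and 3, too few for a share under 0.05. In BxPC-3, 1 of the 10 splits, the real one, gave 9055 genes (highest other 0), and 2 gave as many lists (10 really, 10 at most otherwise). In MIA PaCa-2, 1 split gave 8640 genes (highest other 0) and 2 gave as many lists (12 really, 13 at most otherwise). In PANC-1, 2 splits gave as many genes (77 really, 1792 at most otherwise) and 3 as many lists (10 really, 12 at most otherwise). The PANC-1 split with 1792 genes set THZ1 replicates 1 and 3 with DMSO replicate 1 against the rest. It points to a structure of the samples other than treatment. For the difference among lines under DMSO, 1 of 100 splits, the real one, gave 12149 genes and the highest other gave 6248, so chance can be excluded there.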

How the results depend on the processing

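The alternatives with edgeR, TMM factors, the filter in the deposited unit, sample weights and GC and length correction, and their tests, were chosen after seeing the data. Calls in BxPC-3 and MIA PaCa-2 were stable in number, with 8185 to 11191 and 7662 to 10910 genes when single libraries were left out, while their direction depended on the scale. The PANC-1 count, the differences between lines and single list calls depended on the setting. For the changes below the cause was not tested, except for the effect of rescaling. The ERCC scale lowers fold changes in each line, and equal sums lower them in BxPC-3 and MIA PaCa-2. By construction this turns small rises into falls. The shift was not constant: in BxPC-3 the ERCC scale took ribosomal protein genes from 1.20 to 0.01 and the median gene from 0.25 to -0.64. In PANC-1 equal sums took the median gene from -0.071 to -0.065. With 1 library of a group left out, 2 remain and the spread is pooled over all groups. The replicate numbers were not taken as pairs, because no label ties them to a shared culture or day and not every pair of residuals correlated over 0.1, although the deposited SD was taken over the 9 ratios of same-numbered libraries. As a block they took PANC-1 from 77 to 7 genes. The block ended the list calls of repair genes in BxPC-3 (0.0557), immediate early genes in MIA PaCa-2 (0.0693) and transcription factors in PANC-1 (0.0656), and 9 calls of named genes (0.0522 to 0.096), among them the 7 less steep PANC-1 genes of the report. Correlations of same-numbered THZ1 and DMSO residuals were -0.00307 to 0.14 in BxPC-3 and MIA PaCa-2 and -0.0315 to 0.455 in PANC-1, and every library went best with its own number in MIA PaCa-2 but not in the other lines, a hint from the data and not the design. DESeq2 gave no adjusted p for MIR3648 and MIR3687 in BxPC-3 and MIA PaCa-2. Depth limits genes with values near 1, which stand for 6.34 to 24.7 reads.

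On the ERCC scale the PANC-1 count was 2861, the MIA PaCa-2 against BxPC-3 count 1205 and the correlation of those lines 0.7514. Here and below, a gene is said to turn when its sign changed, even where the new value was not called. S phase genes in BxPC-3 turned down (adjusted p = 0.029, over camera alternatives 0.029 to 0.998, with fry up at 6.64e-05). In BxPC-3 the following turned: ASNS -0.049, CDK13 -0.88, FOS -1.14, HSP90AB1 -0.14, HSPA1B -0.16, ISG15 -0.16, MT_ND5 -0.045, MVD -0.16, PGAM1 -0.072, STAT3 -0.18, TGFBI -0.23, TRA2B -0.0050 and ZNF428 -0.032. In MIA PaCa-2 these were ASNS -1.01, CDK7 -1.25, FOS -0.13, FOSB -0.42, GAPDH -0.10, HSP90AB1 -0.29, IER2 -0.0091, ISG15 -0.27, MCL1 -1.26, MICAL2 -1.03, MT_ATP6 -0.044, MT_ND5 -0.18, MVD -0.55, MYC -1.10, NDUFS6 -0.11, PGAM1 -0.24, RPL36A -0.77, RPS15 -0.10, STAT3 -0.62, TGFBI -0.78, TRA2B -0.10 and ZNF428 -0.25. The MICAL2 response of PANC-1 minus MIA PaCa-2 turned to 0.67.

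With equal sums the PANC-1 count was 174 and the correlation of BxPC-3 with MIA PaCa-2 0.7637. FOS turned to -0.68 in BxPC-3, and in MIA PaCa-2 ASNS turned to -0.38, CDK7 to -0.62, MCL1 to -0.61, MICAL2 to -0.40, MYC to -0.46, RPL36A to -0.16 and TGFBI to -0.18, with the MICAL2 difference at 0.33. TMM factors gave 22 genes in PANC-1, FOS in BxPC-3 at -0.34 and the MICAL2 difference at 0.020. DESeq2 size factors gave 21 genes and 0.021 for MICAL2, and equal medians gave 210 genes. DESeq2 gave 587 genes in PANC-1 and correlations of 0.6986 (BxPC-3 with MIA PaCa-2) and 0.1523 (BxPC-3 with PANC-1). Voom gave 30 genes, 0.7367 and FOS in BxPC-3 at -0.28 (-0.275), and edgeR 19 genes and 0.7359.

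Without a filter PANC-1 had 26 genes, and with at least 5 in 3 libraries 144 (correlation 0.7938). Pseudocounts of 0.01 and 0.1 gave correlations of 0.7319 and 0.745, the first with 31 genes. No trend gave 21. Fits on the compared libraries alone gave 0 genes in PANC-1, where limma had 431 at an unadjusted p under 0.05 and the other tools gave the counts above. They also gave a MIA PaCa-2 against BxPC-3 count of 6114 and a correlation of 0.8084. In the deposited unit these were 343 genes, 0.806 and 8000 genes among DMSO groups, and MIA PaCa-2 minus BxPC-3 differences turned for GTPBP2 (-0.0015) and NACC2 (-0.23). Sample weights gave 2716 genes in PANC-1, 6997 and 9042 genes for MIA PaCa-2 against BxPC-3 and PANC-1 against MIA PaCa-2, and 0.5153 for BxPC-3 with PANC-1. In PANC-1 they turned HIST2H2BE to 0.41, MCL1 to -0.24 and MIR3687 to 0.98. GC and length correction gave 1059 and 3442 genes (PANC-1, and MIA PaCa-2 against BxPC-3) and CDK7 in MIA PaCa-2 at -0.20. Camera with an estimated correlation called 1, 1 and 0 lists in the 3 lines. Fry called 27, 26 and 12 lists in the 3 lines. In PANC-1 it did not call ribosomal proteins (0.413), nuclear oxidative phosphorylation (0.313) and SR splicing factors (0.0726), and in BxPC-3 it turned MAPK output (0.00169, other alternatives 0.233 to 0.598) and TGF-beta targets (0.00155, others 0.0582 to 0.713) up.

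When single libraries were left out, the PANC-1 count was 5 to 3340 genes and 5 to 13 lists, and the MIA PaCa-2 against BxPC-3 count 1553 to 5421. Correlations were 0.7636 to 0.772 (BxPC-3 with MIA PaCa-2), 0.2124 to 0.6166 (BxPC-3 with PANC-1) and 0.1542 to 0.5985 (MIA PaCa-2 with PANC-1). In PANC-1, MCL1 was -0.24 to 0.26, MIR3687 -0.83 to 1.16 and the adjusted p of mitosis genes 0.0204 to 0.901, where the lowest value, turned down, came without DMSO replicate 1. Of the values of the 72 named genes in the 3 lines, the ERCC scale left 147 with the same direction and call, lost 11 calls, added 23 and turned 35. With equal sums these were 178, 14, 16 and 8, and with the block 204, 9, 3 and 0. Some values that turned on the ERCC scale were not called there, such as TRA2B in BxPC-3 (-0.0050, limma adjusted p = 0.988) and IER2 in MIA PaCa-2 (-0.0091, adjusted p = 0.955). Others were called, such as CDK7 in MIA PaCa-2 (-1.25, adjusted p = 4.42e-05). Of the 99 list results the ERCC scale left 83, lost 9, added 6 and turned 1.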

Other observations

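The tests of RNA without a poly(A) tail, of the transcripts abundant in another line and of the repeat-derived RNAs were chosen after the results were seen, as were the edgeR calls.

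Lists of the drug's targets and of growth control were not called by camera, although members of each changed in BxPC-3 or MIA PaCa-2. In PANC-1 few or no members of the uncalled lists did. The CDK7 module and other THZ1 targets had 3 of 6 genes higher and 2 lower in BxPC-3, 3 and 1 in MIA PaCa-2 and 0 in PANC-1 (camera adjusted p = 0.633, 0.706 and 0.0616, in that order of lines here and below). TFIIH core subunits had 2 and 2, 2 and 3, and 0 of 6 (0.632, 0.632 and 0.395), and P-TEFb and its regulators had 6 and 3, 6 and 2, and 0 of 14 (0.913, 0.6 and 0.895). MAPK output genes had 6 and 6, 4 and 7, and 0 and 2 of 18 (0.482, 0.127 and 0.418), and immediate early genes 12 and 8 of 24 in BxPC-3 (0.52), with JUND at -1.48. MYC and ribosome biogenesis genes had 15 and 5, 18 and 5, and 1 and 0 of 30 (0.52, 0.139 and 0.387). For S phase genes these were 18 and 10, 18 and 8, and 0 and 1 of 37 (0.977, 0.401 and 0.0843), and for p53 targets 5 and 6, 8 and 6, and 0 of 22 (0.121, 0.582 and 0.848). Anti-apoptotic genes had 1 and 1, 0 and 3, and 0 of 9 (0.424, 0.0624 and 0.977). Pro-apoptotic genes of the BCL2 family had 5 and 1, 5 and 1, and 0 of 9 (0.632, 0.506 and 0.633). Mitosis genes had 7 and 6 of 30 in MIA PaCa-2 (0.282) and 0 in PANC-1 (0.442), repair genes 0 of 27 in PANC-1 (0.753) and RNA polymerase II subunits 0 of 12 in PANC-1 (0.0788).

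Stress, signalling and identity lists gave NF-kB targets at 5 and 7, 8 and 8, and 0 of 21 (0.424, 0.46 and 0.683) and YAP and TEAD targets at 9 and 5, 7 and 5, and 0 of 17 (0.799, 0.726 and 0.726). TGF-beta targets stood at 5 and 4 of 15 in BxPC-3 (0.616) and 0 and 1 in PANC-1 (0.638), with SMAD6, an inhibitor of the pathway, falling by 2.49 in BxPC-3. Integrated stress response genes had 7 and 5 of 18 in BxPC-3 (0.6) and 5 and 6 in MIA PaCa-2 (0.418). There XBP1 fell by 1.52 and 1.29, while ASNS rose by 1.09 (ERCC -0.05) and 0.25 (ERCC -1.01). The ASNS call in MIA PaCa-2 was lost without DMSO replicate 2 (adjusted p = 0.0559) and with voom, edgeR, DESeq2, its factors and TMM factors (0.749 to 0.916). Heat shock genes had 9 and 4 of 13 in BxPC-3 (0.632) and 0 in PANC-1 (0.103), DNAJB1 falling by 1.98 and 0.62 in the first 2 lines and HSP90AB1 rising by 1.05 and 1.00 (ERCC -0.14 and -0.29). Interferon genes had 2 and 5 of 16 in MIA PaCa-2 (0.232) and 0 in PANC-1 (0.243). Cholesterol synthesis genes had 8 and 3 of 16 in BxPC-3 (0.64) and 8 and 2 in MIA PaCa-2 (0.299), MVD rising by 1.00 and 0.71 (ERCC -0.16 and -0.55; in MIA PaCa-2 not called with equal sums, 0.591). SR splicing factors had 5 and 2 of 13 in BxPC-3 (0.633) and 9 and 0 in MIA PaCa-2 (0.0624), with TRA2B rising by 1.18 and 1.19 (ERCC -0.01 and -0.10). Histone genes had 20 and 0 of 43 in BxPC-3 (0.15) and 0 in PANC-1 (0.337). Classical subtype markers had 2 and 0, 0 and 0, and 0 of 3 (0.506, 0.913 and 0.387), basal-like markers 5 and 1, 4 and 0, and 0 of 8 (0.401, 0.549 and 0.904), with TNS4 falling by 2.47 in BxPC-3. Epithelial markers had 7 and 1, 5 and 0, and 0 of 10 (0.185, 0.365 and 0.995), KRT8 rising by 1.48 in BxPC-3 (ERCC 0.28) and 1.14 in MIA PaCa-2 (ERCC -0.16). Mesenchymal markers had 4 and 0, 4 and 0, and 0 of 8 (0.381, 0.411 and 0.859), SNAI1 rising by 1.99 and 1.48. Markers of other cell types had 0, 2 and 0 of 4 (0.904, 0.6 and 0.101). On the ERCC scale the median of each uncalled list was below 0 in the line concerned, except for classical markers in BxPC-3 (0.11). Among the called results, histone genes in MIA PaCa-2 lay at 0.64.

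Some of these lists were called in PANC-1 under other settings or when a library was left out. Without DMSO replicate 1, RNA polymerase II subunits were called higher (0.000439, 5 of 12 rose), and repair (0.00396), MAPK output (0.0107) and mitosis genes (0.0204) lower. Without DMSO replicate 2, S phase (0.0293), heat shock (0.0431), histone (0.0388) and other cell type lists (0.0423) were called. Without THZ1 replicate 2, RNA polymerase II subunits (0.0199), S phase (0.0361) and heat shock genes (0.0301) were called, and without THZ1 replicate 1 the CDK7 module (0.0363). With all libraries, the CDK7 module was called with DESeq2 (0.0366), its factors (0.0375), TMM factors (0.0372), edgeR (0.0388), equal sums (0.0398), equal medians (0.0401) and no filter (0.0404). RNA polymerase II subunits were called with sample weights (0.000856), DESeq2 (0.00903), its factors (0.0375), voom (0.0241), GC and length correction (0.0243), TMM factors (0.0415), edgeR (0.0448) and no filter (0.0455). S phase genes were called with DESeq2 (0.0316), its factors (0.0375), no filter (0.0405) and equal medians (0.0431), and other cell type markers with DESeq2 (0.00212), its factors (0.0259), edgeR (0.0224) and TMM factors (0.0402). Sample weights called repair (0.00748) and MAPK output genes (0.0212), and GC and length correction repair genes (0.0439). In BxPC-3 histone genes were also called with equal sums (0.000166), TMM factors (0.00789), DESeq2 factors (0.0117), voom (0.0141), edgeR (0.0165) and DESeq2 (0.0412), and epithelial markers with DESeq2 (0.00903) and voom (0.0461). With equal sums p53 (0.0213) and NF-kB targets (0.031) were called there, and p53 targets with voom (0.0365), edgeR (0.0394), TMM factors (0.0415) and in the deposited unit (0.0275). In MIA PaCa-2 equal sums, voom, edgeR and TMM factors called MAPK output (0.0104 to 0.0415) and anti-apoptotic genes (0.0276 to 0.043), DESeq2 MAPK output (0.0218) and equal sums mitosis genes (0.0158). There SR splicing factors were called after GC and length correction (0.00263), with sample weights (0.0129), without PANC-1 DMSO replicate 1 (0.014), in fits on that line alone (0.0237) and with no filter (0.0405), and MYC and ribosome biogenesis genes with sample weights (0.0485). On the ERCC scale p53 targets (0.0191), NF-kB targets (0.0199) and histone genes (1.95e-07) were called in BxPC-3, and MAPK output (0.0229), mitosis (0.0183) and anti-apoptotic genes (0.0468) in MIA PaCa-2. The counts of 0 in these lists are limma calls. Over the members of the uncalled lists in PANC-1, each of 373 genes taken once, limma called 5, with 79 at an unadjusted p under 0.05, and voom, edgeR and DESeq2 called 3, 1 and 17. For the uncalled lists of BxPC-3 (352 genes) these were 227, 241, 226, 220 and 222, and of MIA PaCa-2 (309 genes) 188, 200, 187, 181 and 180. Adjusting over each list alone took the genes that rose, summed over the 33 lists, from 390 to 394, from 413 to 419 and from 9 to 61 in the 3 lines, and those that fell from 374 to 378, from 387 to 397 and from 16 to 44.

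PANC-1 DMSO replicate 1 stood apart from the other PANC-1 DMSO libraries, with 2680 genes at least 2-fold higher, 856 at least 2-fold lower, 18.9% of reads in its top 10 genes (8.11% and 8.06% in the others) and differences that went with GC content (Spearman's rho 0.62, and -0.22 for transcript length). Depth alone is argued against: replicate 2 thinned to the same depth had 0.29 times the SD of log2 differences of replicate 1. A swapped label is argued against by the distance to its own line (0.901, against 2.28 to MIA PaCa-2 and 2.54 to BxPC-3), and RNA of another line as the cause not by the bound set beforehand, which was not met (genes at least 4-fold higher in BxPC-3 lay 0.90 above the other libraries, where under 0.5 was asked), but by the later test of abundant transcripts: with the median gene at 0.32 the rise needs a share of 0.0701 of BxPC-3 RNA (0.0884 of MIA PaCa-2 RNA), but 67 of 69 and 27 of 27 abundant transcripts lay below the level of that share, and the upper quartile of the share they implied was at most 0.35 times it. Carry-over of RNA without a poly(A) tail may have contributed, with small RNA and histone genes 0.83 above and RN7SK at 410 against 26.6 and 20.3. It cannot be told apart from a GC bias of this library or a biological difference between cultures, neither tested as a cause, because the 0.83 lies between the bounds set for and against it (1 and 0.3).

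Mitochondrially encoded mRNAs, ribosomal protein mRNAs and repeat-derived RNAs rose in BxPC-3 and MIA PaCa-2 on the deposited scale. If loss of other mRNA had raised their share, they would lie near 0 on the ERCC scale. The repeat-derived RNAs MIR3648, MIR3687 and MIR663A had medians of 2.03 in BxPC-3 and 3.73 in MIA PaCa-2 there, which argues against it for them. For mitochondrially encoded mRNAs (0.07 and -0.11) and ribosomal protein mRNAs (0.01 and -0.19) it may be the cause, and it cannot be told apart from a rise in the cells because the ERCC scale rests on an equal RNA input. Long-lived mRNAs outlasting a block of transcription is a biological hypothesis that was not tested.

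A hypothesis that genes of longer genomic span fell more in both BxPC-3 and MIA PaCa-2 was argued against by BxPC-3, where Spearman's rho between span and log2 fold change was -0.0072 over 12331 protein-coding genes. The MIA PaCa-2 value of -0.135 goes with it. With transcript length in place of span, rho was -0.148 and -0.268, so longer transcripts had lower fold changes in both lines. In PANC-1 rho with span was 0.135, and -0.130 without DMSO replicate 1. With GC content, rho was -0.519 in PANC-1 with all libraries, against 0.037 in BxPC-3 and 0.098 in MIA PaCa-2. Nor did the 423 genes with 1 exon rise relative to the others in BxPC-3, where their median was 0.20 lower (a difference of -0.20), while in MIA PaCa-2 it was 0.03 higher.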
